A study of Mus musculus with 9 samples. Its data were reported in "Acyl-CoA Thioesterase 1 Contributes to Transition of Steatosis to Metabolic-Associated Steatohepatitis" (2024).

How the data were processed

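Expression was measured in 9 liver samples on Affymetrix Mouse Gene 2.0 ST arrays, whose probe sets each read exons along a whole transcript. Male C57BL/6 mice had been kept on a high-fat, high-carbohydrate diet (58% of kcal as fat, with drinking water holding 42 g/L of carbohydrate, 45% sucrose and 55% fructose) for 16 weeks, and had received weekly tail vein injections of adenovirus for 4 weeks. Per the labels, 5 samples came from mice given Ad-GFP, the vector that carries green fluorescent protein alone, and 4 from mice given Ad-GFP-m-ACOT1, which also carries mouse Acot1. Samples were grouped by these labels. Since the Acot1 value of the second group was not above that of the first, its samples are called ACOT1-labelled. The labels place the injections after the whole diet period and the study's methods place them within it, so the timing is left open.

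The authors deposited log2 expression values, 1 per probe set and array. Per the study's methods they made them with RMA in the oligo package, which corrects background, quantile normalizes the arrays against each other and summarises the probes of a set by median polish. The labels name RMA with no version, and which arrays were normalized together is not given in the sources used here. The log2 scale was checked on the values. The medians of the arrays lay between 4.19 and 4.30, and Pearson correlations between arrays, taken across probe sets, lay between 0.963 and 0.982. No scanner files were used here. The precision of every value is limited by the number of arrays.

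The value table held 41345 probe sets. The platform annotation paired 23521 of them with 1 gene and 1814 with several genes, and listed no gene for 16010. Of the probe sets with 1 gene, 23328 were matched by gene number to the RefSeq table of assembly GRCm38.p6, from which current symbols were taken. No genome build is given for the probe sets, so no coordinates are reported. Probe sets with several genes or none were left out. The remaining probe sets covered 22180 genes. For the 1082 genes with more than 1 probe set, the set with the highest mean over the 9 arrays was used.

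ACOT1-labelled samples were compared with Ad-GFP samples in limma 3.58.1 (R 4.3.3), with a linear model per gene and empirical Bayes moderation without trend or robust options. As in the study's methods, a gene was called at an unadjusted p under 0.05 with a fold at or above 1.5 or at or below 0.7. In the text, "the threshold" is this rule, and "rose" and "fell" are used of a gene only where it passed. Benjamini-Hochberg adjustment over all genes at 0.05 was applied beside it. Exact two-sided permutation tests of the difference in means over all splits of the 9 arrays were run for single genes and for the mean of each gene list. Folds and log2 differences are ACOT1-labelled relative to Ad-GFP.

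Gene lists for liver metabolism, inflammation, stress and proliferation, RNA quality and the cell types that a liver sample can hold were tested with limma's camera, which compares a list with all other genes, at a preset inter-gene correlation of 0.01. Benjamini-Hochberg adjustment was made over the 45 lists that had at least 3 measured members. Camera was repeated with a correlation estimated for each list, and fry tested whether the genes of a list moved, on balance, one way. A list mean per array is the mean of its members' log2 values minus the Ad-GFP mean. The comparison, the tests, the lists, the rule for naming genes and the first set of alternatives were set before the data were examined. The acute phase, p53, histone, snoRNA, ribosomal protein, receptor and zinc finger lists were written after the study's own gene table had been read, so their results are not independent of the study. A list of skeletal muscle genes was added after values had been seen.

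Genes were named by rule. They were the measured acyl-CoA thioesterases, the 10 largest rises and 10 largest falls past the threshold (leaving out predicted genes, receptors of the olfactory and vomeronasal families, small RNAs and immunoglobulin segments), genes past Benjamini-Hochberg 0.05, up to 4 members with the smallest p in each list, and genes discussed by the study. Where 5 or fewer members of a list passed the threshold they were all named, also outside this rule.

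Alternatives were each array left out in turn, the replicate number as a block, quantile normalization, median centring, array weights, the mean of a gene's probe sets, filters on dim genes, every probe set, trend and robust options, the methods' t-test, other fold limits and other list tests. Others were chosen after seeing the data. They were the mean of the snoRNA list as a covariate, leaving out the arrays at both ends of that list's range together, counting every probe set with at least 1 gene, and permuting list means. The steps were tested on simulated data, with the real genes' means and spreads and a seeded set of changed genes. Each gene was drawn independently, so the correlation between genes that the arrays hold was left out. In the simulation of ACOT1-labelled against Ad-GFP over 22180 genes, 70.1% of the 67 genes changed 1.5-fold and 98.5% of the 67 genes changed 2-fold passed the threshold. Past Benjamini-Hochberg the shares were 53.7% and 82.1%, while 115 unchanged genes passed the threshold and 7 passed Benjamini-Hochberg.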

Results

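Liver gene expression was compared between mice on a high-fat, high-carbohydrate diet that received Ad-GFP (n = 5 arrays) and mice labelled as receiving Ad-GFP-m-ACOT1 (n = 4 arrays), to ask how raising ACOT1, an enzyme that splits acyl-CoA into free fatty acid and coenzyme A, changes the liver transcriptome. Values are RMA log2 expression, and 22180 genes were tested. The number of arrays limits the precision. The labels number the arrays of a group as replicates without naming the animal behind each. The study's methods describe more mice in this experiment than the 9 arrays, so each array may come from its own mouse. Neither this nor why not every mouse has an array is stated. The p-values measure the spread between these samples, which may be technical in part.

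The Acot1 transcript was not higher in the ACOT1-labelled arrays. Its probe set (17277140) read 5.96, 5.54, 5.05, 5.63 and 5.64 in Ad-GFP replicates 1 to 5, and 5.55, 5.38, 5.16 and 5.52 in ACOT1-labelled replicates 1 to 4. The means were 5.56 ± 0.33 (SD, n = 5) and 5.40 ± 0.18 (SD, n = 4), a log2 difference of −0.16 (SE 0.163) that lay within the spread between replicates (exact two-sided permutation p = 0.373). All 4 ACOT1-labelled arrays lay below the Ad-GFP mean, and limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.768. Without Ad-GFP replicate 3 the difference was −0.29, at an unadjusted limma p of 0.0447, and it was −0.062 without Ad-GFP replicate 1 and −0.080 without ACOT1-labelled replicate 3. The value therefore goes against the group label, and every direction below is that of the labelled groups. The position of the probes relative to the coding part carried by the vector was not known here.

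None of the neighbouring acyl-CoA thioesterase genes, which are paralogs of Acot1, passed the threshold either. The log2 difference was 0.38 (SE 0.373) for the mitochondrial Acot2, 0.40 (SE 0.313) and 0.08 (SE 0.257) for the peroxisomal Acot3 and Acot4 and 0.07 (SE 0.134) for Acot6. Acot5 read 3.14 and 3.02, both under the receptor level of 4.29, which is the 95th percentile of receptor genes that liver is not known to use, so its difference of −0.12 (SE 0.0984) says little of the transcript. Of the 15 measured members of the acyl-CoA thioesterases list 0 passed the threshold in limma, 0 passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05, Acot13, at a log2 difference of −0.23. The list's median difference was 0.04 and its mean 0.01, while camera put the list lower with a Benjamini-Hochberg adjusted p of 0.516. Its mean was above the Ad-GFP mean in 2 of the 4 arrays, and its median was −0.066 without Ad-GFP replicate 4.

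**Figure D1:**
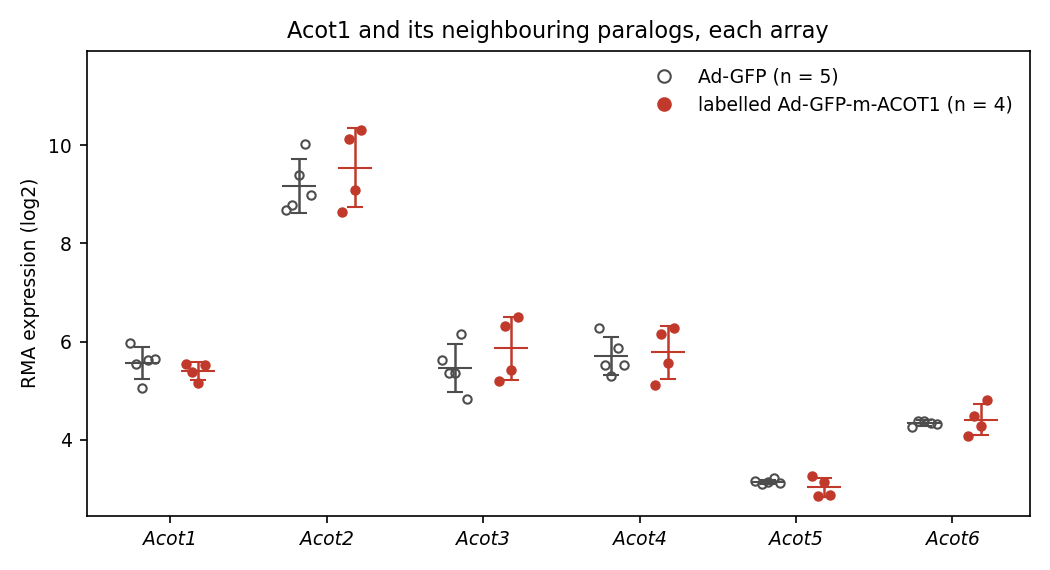
RMA log2 expression of Acot1 and the paralogs Acot2 to Acot6 in each Ad-GFP array (open circles, n = 5) and each ACOT1-labelled array (filled circles, n = 4); horizontal lines are means and bars are SDs. Acot1 averages 5.56 in the Ad-GFP arrays and 5.40 in the ACOT1-labelled arrays, and the arrays of both groups overlap for every gene shown.

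Across all genes, 237 passed the threshold, 54 higher and 183 lower in the ACOT1-labelled arrays. Among the genes ranked, Mt2, a metallothionein that binds zinc and copper, rose most, 3.66-fold (log2 1.87, SE 0.34), from 9.82 ± 0.72 (SD, n = 5) to 11.69 ± 0.43 (SD, n = 4), and its neighbour Mt1 rose 2.24-fold (log2 1.17, SE 0.269). Lcn2, an iron-scavenging lipocalin, rose by 1.43 on the log2 scale (SE 0.467), the serum amyloid Saa2 by 1.37 (SE 0.422) and the orosomucoid Orm2 by 1.33 (SE 0.492). Mfsd2a, a lysophospholipid transporter, rose by 1.04 (SE 0.334), Igfbp1, an insulin-repressed binding protein of insulin-like growth factors, by 1.02 (SE 0.31), Socs2, a suppressor of growth hormone signalling, by 1.00 (SE 0.408), the lipoprotein lipase Lpl by 0.99 (SE 0.437) and the peroxisomal fatty acid transporter Abcd2 by 0.99 (SE 0.401).

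Obp2a, a lipocalin, fell from 6.98 ± 1.31 (SD, n = 5) to 3.86 ± 0.52 (SD, n = 4). The second mean lies under the receptor level of 4.29, so how far the transcript fell cannot be told from these values. Falls were also found for the serum amyloid Saa3 (log2 −1.57, SE 0.415), the histone gene H4c9 (−1.51, SE 0.379), and the zinc finger genes Zfp992 (−1.34, SE 0.293) and Zfp982 (−1.18, SE 0.271). H4c17, a histone gene, and Zfp979, a zinc finger gene, also passed, with means of 4.35 and 5.27 in the Ad-GFP arrays and of 3.19 and 3.95, under the receptor level, in the ACOT1-labelled arrays, so the size and rank of their falls are uncertain too. Rpp40, a subunit of ribonuclease P, had a log2 difference of −1.29 (SE 0.475), Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, −1.15 (SE 0.382), and Ddias, an anti-apoptotic p53 target, −1.14 (SE 0.279). Of the genes that passed, 52 of 54 higher and 134 of 183 lower ones were protein coding. Among all 22180 genes tested, the ACOT1-labelled arrays all lay above the Ad-GFP arrays in 180 (0.812%) and all below in 236 (1.06%), where chance separates 0.794% in each direction. Of these, 20 and 45 also passed the threshold.

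**Figure D2:**
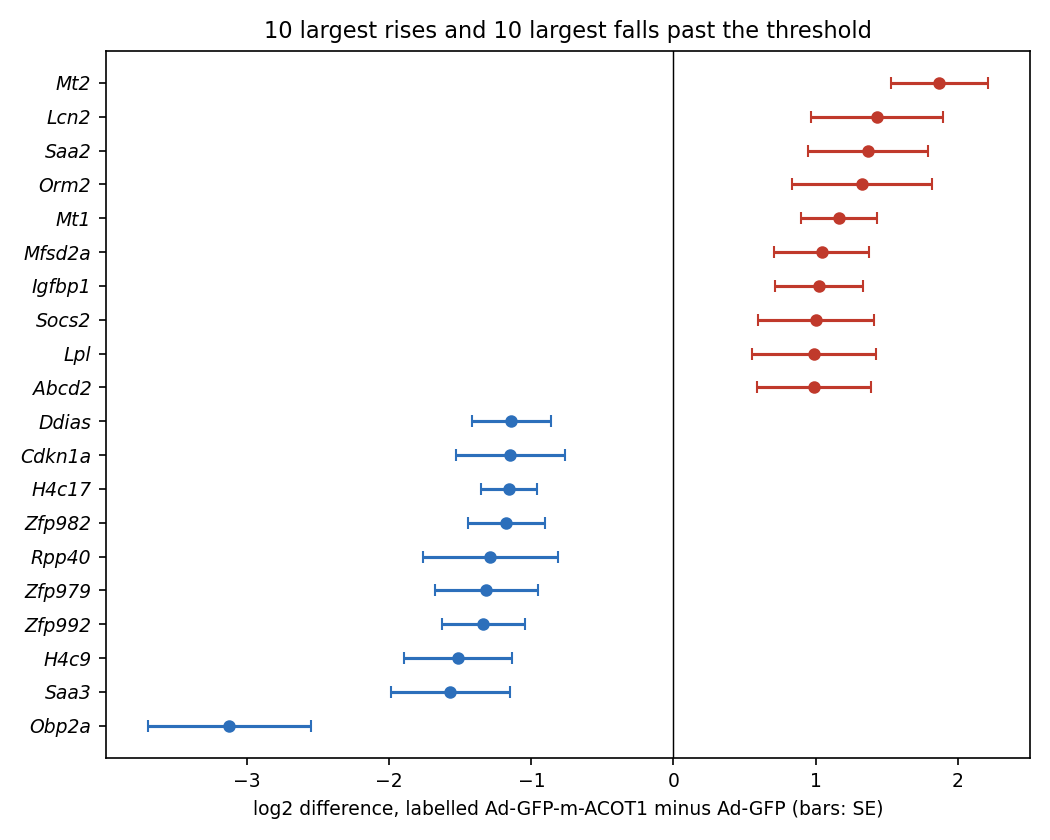
Log2 difference, ACOT1-labelled minus Ad-GFP, of the 10 genes with the largest rise and the 10 with the largest fall past the threshold, with bars for 1 SE. Mt2 stands highest at 1.87. Obp2a, H4c17 and Zfp979 have ACOT1-labelled means under the receptor level of 4.29, so the size and rank of their falls are uncertain.

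An unadjusted p under 0.05 was found for 1904 genes against 1109 expected by chance, and 1 gene passed Benjamini-Hochberg adjustment in limma. This was Olfr698, an olfactory receptor gene (log2 −1.29, SE 0.12, adjusted p = 0.0114), lower in 4 of 4 ACOT1-labelled arrays at 2.38 ± 0.11 (SD, n = 4) against 3.67 ± 0.22 (SD, n = 5). Both means lay under the receptor level of 4.29, whereas 50 of the 54 higher and 132 of the 183 lower genes lay above it in their mean over the 9 arrays. With single arrays left out, the number of genes past the study's threshold was 154 without Ad-GFP replicate 2, 378 without Ad-GFP replicate 4 and 463 without ACOT1-labelled replicate 1, and Olfr698 no longer passed Benjamini-Hochberg in limma without any 1 of Ad-GFP replicates 4 and 5 and ACOT1-labelled replicates 1, 2 and 3.

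For 5 of the genes with the largest rises or falls the call depended on single arrays. Lpl did not pass without any 1 of Ad-GFP replicates 1 to 5 and ACOT1-labelled replicates 3 and 4, and its log2 difference was 0.47 without ACOT1-labelled replicate 3. Abcd2 did not pass without any 1 of Ad-GFP replicates 1, 2, 3 and 5 and ACOT1-labelled replicates 2 and 4, with a log2 difference of 0.73 without the last. Socs2 did not pass without Ad-GFP replicate 3 (log2 0.58) or without ACOT1-labelled replicate 2 (0.93), 3 (1.02) or 4 (0.99). Orm2 did not pass without Ad-GFP replicate 2 (log2 1.08) or without ACOT1-labelled replicate 2 (1.02) or 4 (1.23). Rpp40 did not pass without Ad-GFP replicate 1 (log2 −1.11), 2 (−1.01) or 3 (−1.16) or without ACOT1-labelled replicate 1 (−1.19) or 2 (−1.23). With the mean of the small nucleolar RNA (snoRNA) list described below as a covariate, chosen after seeing the data, these 5 did not pass either, nor did Lcn2 (log2 0.72) or Mfsd2a (0.51). Lcn2 (1.03) and Mfsd2a (0.69) also did not pass with the arrays at both ends of that list's range left out together, another alternative chosen after seeing the data. With the mean of a gene's probe sets Socs2 (0.51) and Zfp979 (−0.44) did not pass.

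Genes of the acute phase response, the plasma proteins and receptors that the liver raises in inflammation, were higher as a group in the ACOT1-labelled arrays. Of 34 measured members 15 rose and 1 fell, and 23 passed when adjusted over the list alone. Besides Mt2, Mt1, Lcn2, Saa2 and Orm2, rises were found for Il1r1, the receptor of interleukin-1 (log2 0.93, SE 0.286), Lbp, which binds bacterial lipopolysaccharide (0.77, SE 0.241), the fibrinogen chain Fga (0.65, SE 0.129) and Itih3, a heavy chain of inter-alpha-trypsin inhibitor (0.64, SE 0.126). Saa3 was the member that fell. The near-identical Saa1 and Saa2 share a probe set that was left out. The list's median log2 difference was 0.48, its mean per array was above the Ad-GFP mean in 4 of 4 ACOT1-labelled arrays, and limma's camera with Benjamini-Hochberg adjustment over the 45 lists gave an adjusted p of 6.81e-18. It was adjusted p = 0.163 with an estimated correlation. The study picked 2 of the members for its own lipid metabolism and inflammation lists. The acute phase list was written after the study's gene table for these arrays had been read and is not independent of it. Every member named here as risen or fallen is in that table. The calls and the camera p-values of this list were therefore largely fixed when it was written, and they are no independent evidence. Without Ad-GFP replicate 2 Fga (log2 0.54) and Itih3 (log2 0.58) did not pass, and Orm2 did not pass without that array (1.08) or ACOT1-labelled replicate 2 (1.02) or 4 (1.23). Lbp (0.41), Fga (0.54), Lcn2 (0.72) and Orm2 (0.80) did not pass with the snoRNA list mean as a covariate.

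The cytokine and interferon lists passed in neither direction in the main comparison. Of the 26 measured members of the inflammatory cytokines and NF-kB targets list 0 passed the threshold or an adjustment over the list alone in limma, and 0 had an unadjusted p under 0.05. Its median was 0.04, and camera gave a Benjamini-Hochberg adjusted p of 0.473, with the list mean higher in 3 of 4 arrays, and its median was −0.0032 without Ad-GFP replicate 2. Of 33 interferon-stimulated genes 1 fell, Ifi27 (log2 −0.66, SE 0.268), and 1 passed when adjusted over the list alone, the immunoproteasome gene Psmb9 (log2 −0.41, SE 0.0808). The interferon-stimulated genes list had a median of −0.03 and a camera adjusted p of 0.443 after Benjamini-Hochberg, lower in 2 of 4 arrays. Without ACOT1-labelled replicate 4 its median was −0.15 and the adjusted p 0.0118, and without ACOT1-labelled replicate 3 its median was 0.18. It passed downward with the snoRNA list mean as a covariate, chosen after seeing the data (median −0.25, adjusted p = 1.76e-07), as it did with both ends of that list's range left out (−0.16, adjusted p = 0.0124). Ifi27 did not pass without any 1 of Ad-GFP replicates 2, 3 and 4 and ACOT1-labelled replicates 1 and 3 (log2 −0.39 without the last).

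Of 16 glucocorticoid targets 4 rose (Mt2, Mt1, Lcn2 and the transcription factor Zbtb16, log2 0.71, SE 0.215), Cdkn1a fell, and 5 passed when adjusted over the list alone. The glucocorticoid targets list had a median of 0.15, its mean was higher in 4 of 4 arrays, and camera with Benjamini-Hochberg gave an adjusted p of 0.0048, against adjusted p = 0.394 with an estimated correlation. Without ACOT1-labelled replicate 2 the adjusted p of the list was 0.122 at a median of 0.15, and Zbtb16 did not pass without ACOT1-labelled replicate 2 or 3 (log2 0.58 each). The median was 0.09 without Ad-GFP replicate 2, 0.24 without Ad-GFP replicate 4, 0.23 without ACOT1-labelled replicate 1 and 0.10 without ACOT1-labelled replicate 3.

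**Figure D3:**
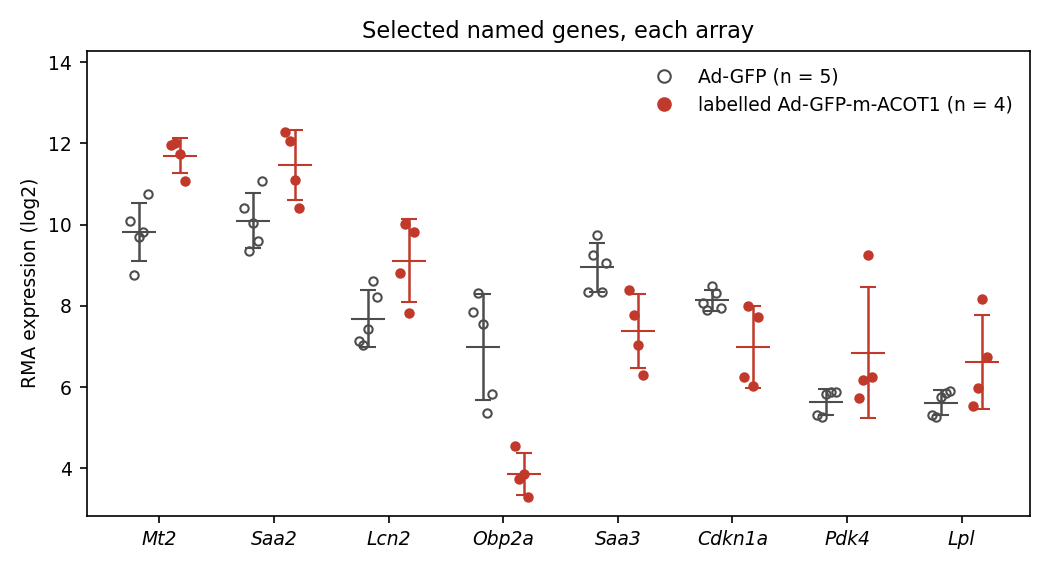
RMA log2 expression of 8 genes in each Ad-GFP array (open circles, n = 5) and each ACOT1-labelled array (filled circles, n = 4); horizontal lines are means and bars are SDs. Mt2 averages 9.82 against 11.69 and Obp2a 6.98 against 3.86, and Pdk4 reads 9.25 in ACOT1-labelled replicate 3 and 5.72 to 6.25 in the other ACOT1-labelled arrays.

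Targets of PPAR-alpha, the nuclear receptor that turns on fatty acid use in the fasted liver, were higher as a group in the ACOT1-labelled arrays. Of 24 measured members 5 rose and 0 fell. Cpt1a, the enzyme that commits fatty acids to mitochondrial oxidation, rose from 9.33 ± 0.21 (SD, n = 5) to 10.11 ± 0.41 (SD, n = 4), a log2 difference of 0.78 (SE 0.183). The others were Mfsd2a and Abcd2, described above, the lipid droplet protein Plin4 (log2 0.97, SE 0.329) and the hormone Fgf21 (0.64, SE 0.238), which was chosen after its values were seen. In limma 1 member passed when adjusted over the list alone. The PPAR-alpha targets list had a median of 0.39 and its mean was higher in 3 of 4 arrays, with a camera adjusted p of 1.46e-05 after Benjamini-Hochberg and adjusted p = 0.354 with an estimated correlation. The study picked 3 of its members. The median was 0.25 without ACOT1-labelled replicate 2 and 0.16 without ACOT1-labelled replicate 4. It was 0.04, and the call was lost, with the snoRNA list mean as a covariate, chosen after seeing the data (camera with Benjamini-Hochberg, adjusted p = 0.0811), and none of the 5 members passed. Pdk4, which slows glucose oxidation, did not pass (log2 1.22, SE 0.597), and its value of 9.25 in ACOT1-labelled replicate 3 stood far above the 5.72 to 6.25 of the other arrays of that group. Fgf21 did not pass without Ad-GFP replicate 2 (log2 0.53) or ACOT1-labelled replicate 2 (0.51) or 4 (0.46), and Abcd2 did not pass without any 1 of Ad-GFP replicates 1, 2, 3 and 5 and ACOT1-labelled replicates 2 and 4 (0.73 without the last).

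Genes that make glucose and respond to fasting were higher as well. In the gluconeogenesis and fasting response list 4 of 20 measured members rose and 6 passed when adjusted over the list alone. The 4 were Igfbp1, Pck1, which makes phosphoenolpyruvate for new glucose (log2 0.70, SE 0.26), the urea cycle enzyme Ass1 (0.65, SE 0.159) and the kinase Sik1 (0.59, SE 0.154). The Ass1 means, 4.60 in the Ad-GFP and 5.25 in the ACOT1-labelled arrays, lay little above the receptor level of 4.29. The hepatocyte markers Ahsg, Fgb and F2 averaged 12.9, 12.09 and 10.44 in the Ad-GFP arrays. Whether this probe set follows the Ass1 transcript of hepatocytes is therefore uncertain, and so are the size and the direction of its change. The list's median was 0.37 and its mean higher in 4 of 4 arrays, with a camera adjusted p of 1.04e-07 after Benjamini-Hochberg and adjusted p = 0.273 with an estimated correlation. The study picked 2 of its members. Pck1 did not pass without Ad-GFP replicate 2 (log2 0.53) or 5 (0.64) or ACOT1-labelled replicate 3 (0.54) or 4 (0.67), Ass1 without Ad-GFP replicate 2 (0.57) or ACOT1-labelled replicate 3 (0.54), and Sik1 without Ad-GFP replicate 2 (0.53) or 4 (0.54) or ACOT1-labelled replicate 3 (0.44) or 4 (0.57).

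Lists of lipid use and transport had positive medians with few members past the threshold. Of 20 genes of mitochondrial fatty acid oxidation 1 rose, Cpt1a, which also was the 1 that passed when adjusted over the list alone and the 1 that the study picked. The median of the mitochondrial fatty acid oxidation and ketogenesis list was 0.20, higher in 3 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00056; adjusted p = 0.394 with an estimated correlation), and 0.10 without ACOT1-labelled replicate 4. Of 16 genes of lipid droplets and lipolysis 1 rose, Plin4, 5 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone in limma. For the lipid droplet and lipolysis list the median was 0.24, higher in 3 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00211; adjusted p = 0.432 with an estimated correlation), and without ACOT1-labelled replicate 4 it was 0.13 with an adjusted p of 0.0621. Of 21 bile acid genes 1 rose, the uptake transporter Slco1a4 (log2 0.94, SE 0.402). For the bile acid synthesis and transport list the median was 0.16, higher in 4 of 4 arrays, with 4 members at an unadjusted p under 0.05 and 0 past an adjustment over the list alone in limma (camera with Benjamini-Hochberg, adjusted p = 0.0171; adjusted p = 0.44 with an estimated correlation). The median was 0.12 without ACOT1-labelled replicate 2 and 0.09 without ACOT1-labelled replicate 4, and the list passed in neither case. With the mean of the snoRNA list as a covariate, chosen after seeing the data, these 3 lists did not pass camera with Benjamini-Hochberg. The median was then 0.028 for the mitochondrial fatty acid oxidation and ketogenesis list (adjusted p = 0.22), −0.024 for the lipid droplet and lipolysis list (adjusted p = 0.772) and 0.048 for the bile acid synthesis and transport list (adjusted p = 0.287). Slco1a4 did not pass without any 1 of Ad-GFP replicates 1, 2, 3 and 5 and ACOT1-labelled replicates 2 and 4 (log2 0.53 without the last).

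In 5 further lists 0 members passed the threshold, and 0 passed when adjusted over the list alone in limma. The glycerophospholipid metabolism list (30 measured, 2 at an unadjusted p under 0.05, 1 picked by the study) had a median of 0.12, higher in 3 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00236; adjusted p = 0.399 with an estimated correlation), and without ACOT1-labelled replicate 4 the median was 0.02 with an adjusted p of 0.0715. The fatty acid and triglyceride synthesis list (23 measured, 3 at an unadjusted p under 0.05) had a median of 0.19, higher in 3 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.0171; adjusted p = 0.604 with an estimated correlation). It did not pass without Ad-GFP replicate 2 (median 0.11) or 5 (0.16) or ACOT1-labelled replicate 2 (0.13) or 4 (0.11), and the median was 0.29 without Ad-GFP replicate 4 and 0.31 without ACOT1-labelled replicate 1. With the snoRNA list mean as a covariate, chosen after seeing the data, neither list passed camera with Benjamini-Hochberg. The median was 0.0076 for the glycerophospholipid metabolism list (adjusted p = 0.528) and 0.015 for the fatty acid and triglyceride synthesis list (adjusted p = 0.772), whose camera direction was downward. The sphingolipid metabolism list (26 measured, 6 at an unadjusted p under 0.05) had a median of 0.14, higher in 2 of 4 arrays, and a camera adjusted p of 0.0638 after Benjamini-Hochberg, which was 0.0471 without Ad-GFP replicate 4, 0.0167 without ACOT1-labelled replicate 1 and 0.00696 without ACOT1-labelled replicate 3, at medians of 0.16, 0.19 and 0.16. Without ACOT1-labelled replicate 4 its median was 0.012 with an adjusted p of 0.469. The cholesterol synthesis list (19 measured, 0 at an unadjusted p under 0.05) had a median of 0.01 and a mean of −0.01, lower in 2 of 4 arrays, with a camera adjusted p of 0.846 after Benjamini-Hochberg and a median of −0.10 without ACOT1-labelled replicate 3. The circadian clock list (17 measured, 2 at an unadjusted p under 0.05) had a median of 0.07, higher in 3 of 4 arrays, with a camera adjusted p of 0.265 after Benjamini-Hochberg, which was 0.0266 without Ad-GFP replicate 1 (median 0.13) and 0.0184 without ACOT1-labelled replicate 1 (median 0.15), but 0.59 without ACOT1-labelled replicate 4 (median −0.0029). Among their members Lpgat1, an acyltransferase, had a log2 difference of 0.56 (SE 0.135) and Cers6, a ceramide synthase, 0.57 (SE 0.18), both under the fold limit.

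Lists that the study chose on these samples are not independent evidence of their direction. Of 10 measured genes in its lipid metabolism list 9 rose, among them Cpt1a, Sik1 and Pck1, and 9 passed when adjusted over the list alone (median 0.76, higher in 4 of 4 arrays; camera with Benjamini-Hochberg, adjusted p = 1.27e-09; adjusted p = 0.106 with an estimated correlation). All 6 genes of its inflammation list rose, and 6 passed when adjusted over the list alone (median 0.79, higher in 4 of 4 arrays). Besides Il1r1, Lbp and Abcd2 these were the ephrin receptor Epha2 (log2 0.82, SE 0.222), the immune inhibitor Cd200 (0.69, SE 0.222) and the matrix protein Thbs1 (0.63, SE 0.205), both with Ad-GFP means under the receptor level, so the size of their rises is uncertain. The inflammation list had a camera adjusted p of 9.66e-07 after Benjamini-Hochberg and adjusted p = 0.0441 with an estimated correlation. Of the 6 measured genes that the study's discussion names, Cpt1a, Il1r1, Thbs1 and Socs2 rose, and 4 passed when adjusted over the list alone (median 0.85, higher in 4 of 4 arrays; camera with Benjamini-Hochberg, adjusted p = 1.25e-05; adjusted p = 0.0441 with an estimated correlation). Cd200 did not pass without Ad-GFP replicate 5 (log2 0.57) or ACOT1-labelled replicate 3 (0.47), and Thbs1 did not pass without any 1 of Ad-GFP replicates 1, 2 and 4 and ACOT1-labelled replicates 1 and 4 (0.45 without ACOT1-labelled replicate 1). Sik1 (0.44 without ACOT1-labelled replicate 3), Pck1 (0.53 without Ad-GFP replicate 2), Abcd2 (0.73 without ACOT1-labelled replicate 4) and Socs2 (0.58 without Ad-GFP replicate 3) did not pass without these arrays or the others named above for each.

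Targets of p53, the transcription factor that answers DNA damage, were lower as a group in the ACOT1-labelled arrays. Of 23 measured members 6 fell and 0 rose, and 1 passed when adjusted over the list alone. Cdkn1a went from 8.14 ± 0.26 (SD, n = 5) to 6.99 ± 1.01 (SD, n = 4), Ddias had a log2 difference of −1.14, the death receptor Eda2r −0.85 (SE 0.264) and Rps27l, a ribosomal protein-like gene, −0.69 (SE 0.194). The p53 targets list had a median of −0.23, lower in 3 of 4 arrays, with a camera adjusted p of 3.65e-05 after Benjamini-Hochberg and adjusted p = 0.334 with an estimated correlation. The median was −0.13 without ACOT1-labelled replicate 1, and Rps27l did not pass without ACOT1-labelled replicate 4 (log2 −0.49). The p53, histone and zinc finger lists were written after the study's gene table had been read and are not independent of it.

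Replication-dependent histone genes, many of them near-identical copies, were lower too, with 8 of 30 measured members down, 0 up and 5 past an adjustment over the list alone. Besides H4c9 and H4c17, falls were found for the linker histone H1f2 (log2 −0.69, SE 0.151) and for H4c8, whose means of 4.24 and 3.47 both lie under the receptor level. The median of the replication-dependent histones list was −0.23, lower in 4 of 4 arrays, with a camera adjusted p of 1.17e-07 after Benjamini-Hochberg and adjusted p = 0.163 with an estimated correlation. In the chromosome 4 zinc finger cluster list 4 of 10 measured genes fell, 0 rose, and 4 passed when adjusted over the list alone. They were Zfp992, Zfp979, Zfp982 and Zfp600 (log2 −0.66, SE 0.238), the last with both means under the receptor level. The list's median was −0.44, lower in 4 of 4 arrays, with a camera adjusted p of 3.03e-06 after Benjamini-Hochberg and adjusted p = 0.157 with an estimated correlation. Zfp600 did not pass without Ad-GFP replicate 2 (log2 −0.51) or ACOT1-labelled replicate 2 (−0.51) or 3 (−0.59).

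The glutathione transferases of the pi class, which are near-identical copies, were lower in every ACOT1-labelled array than in every Ad-GFP array. The log2 difference was −0.57 (SE 0.132) for Gstp1, −0.77 (SE 0.129) for Gstp2 and −0.86 (SE 0.199) for Gstp3. They were the 3 of 32 genes of xenobiotic and glutathione metabolism that passed the threshold, and the 3 that passed when adjusted over the list alone. The xenobiotic and glutathione metabolism list had a median of 0.11 and a mean of 0.02, higher in 2 of 4 arrays, and a camera adjusted p of 0.782 after Benjamini-Hochberg. With the mean of the snoRNA list as a covariate, chosen after seeing the data, the list's median was −0.10 with an adjusted p of 0.0113. Without the covariate its median was −0.017 without ACOT1-labelled replicate 4 and 0.20 without ACOT1-labelled replicate 3. Gstp1 did not pass without ACOT1-labelled replicate 1 (log2 −0.45).

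Genes that growth hormone keeps higher in male than in female mouse liver were lower as a group. Of 19 measured members 5 fell, 1 rose (Socs2, also picked by the study) and 1 passed when adjusted over the list alone. The 5 were the major urinary proteins Mup21 (log2 −1.06, SE 0.409), Mup6 (−0.59, SE 0.183) and Mup5 (−0.53, SE 0.192), the steroid dehydrogenase Hsd3b2 (−0.52, SE 0.121) and Selenbp2 (−0.92, SE 0.373), which was chosen after its values were seen. Many genes of the Mup family are near-identical copies, but how far those named here share probes was not known. Their Ad-GFP means were 9.31 for Mup21, 4.85 for Mup6 and 2.70 for Mup5. Both means of Mup5, and the ACOT1-labelled mean of Mup6, lie under the receptor level of 4.29. The median of the male-biased growth hormone targets list was −0.50, lower in 3 of 4 arrays, with a camera adjusted p of 2.34e-05 after Benjamini-Hochberg and adjusted p = 0.334 with an estimated correlation. The median was −0.31 without ACOT1-labelled replicate 2 and −0.27 without ACOT1-labelled replicate 4. It was −0.078, and the call was lost, with the snoRNA list mean as a covariate, chosen after seeing the data (camera with Benjamini-Hochberg, adjusted p = 0.201), and none of the 5 genes passed, with Mup21 at a log2 difference of −0.37 and Selenbp2 at −0.29. Mup21 did not pass without any 1 of Ad-GFP replicates 1, 2 and 5 and ACOT1-labelled replicates 2 and 4 (log2 −0.68 without the last). Mup6 did not pass without Ad-GFP replicate 2 (−0.48) or 3 (−0.49), nor Mup5 without Ad-GFP replicate 3 (−0.45) or 5 (−0.47) or ACOT1-labelled replicate 2 or 3 (−0.43 each). Hsd3b2 did not pass without any 1 of Ad-GFP replicates 1 and 2 and ACOT1-labelled replicates 1, 2 and 4 (−0.46 without Ad-GFP replicate 2), and Selenbp2 did not pass without any 1 of Ad-GFP replicates 1, 2 and 3 and ACOT1-labelled replicates 2 and 4 (−0.71 without the last). Socs2 did not pass without Ad-GFP replicate 3 (0.58) or ACOT1-labelled replicate 2, 3 or 4. The female-biased liver genes list (18 measured, 5 at an unadjusted p under 0.05, 1 picked by the study) had a median of −0.01 and a mean of 0.05, higher in 2 of 4 arrays, with 0 members past an adjustment over the list alone in limma and a camera adjusted p of 0.811 after Benjamini-Hochberg. Its median was 0.080 without ACOT1-labelled replicate 3. Of its members Abcd2 rose and the cytochrome Cyp3a44 fell (log2 −0.78, SE 0.335, to a mean under the receptor level), which did not pass without any 1 of Ad-GFP replicates 2, 3 and 4 and ACOT1-labelled replicates 1 and 3 (−0.52 without ACOT1-labelled replicate 1). Abcd2 was 0.73 without ACOT1-labelled replicate 4 and did not pass there or without the arrays named above.

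Of 27 genes of endoplasmic reticulum stress 2 fell and 0 rose. They were the peptidyl-prolyl isomerase Fkbp11 (log2 −0.78, SE 0.156) and the signal peptidase subunit Sec11c (−0.55, SE 0.177), while the transcription factor Xbp1 (0.39, SE 0.119) and the chaperone Dnajb9 (0.31, SE 0.101) stayed under the fold limit. The endoplasmic reticulum stress list had a median of 0.06, higher in 2 of 4 arrays, with 1 member past an adjustment over the list alone and a camera adjusted p of 0.443 after Benjamini-Hochberg. In limma 10 members had an unadjusted p under 0.05, and they went both ways. The list's median was 0.028 without Ad-GFP replicate 2 and 0.10 without Ad-GFP replicate 3. Sec11c did not pass without Ad-GFP replicate 2 (log2 −0.51) or ACOT1-labelled replicate 4 (−0.37). Of 32 cell cycle genes 1 fell, the kinase subunit Cks2 (log2 −0.56, SE 0.214), 2 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone in limma. The cell cycle list had a median of −0.04, lower in 3 of 4 arrays, and a camera adjusted p of 0.516 after Benjamini-Hochberg. It passed downward with the snoRNA list mean as a covariate, chosen after seeing the data (median −0.085, adjusted p = 0.0348), while the median was 0.018 without ACOT1-labelled replicate 1. Cks2 did not pass without Ad-GFP replicate 1 (log2 −0.47) or 2 (−0.42) or ACOT1-labelled replicate 4 (−0.46).

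Small nucleolar RNAs, which guide the modification of ribosomal RNA, were lower as a group, and their level differed between arrays of the same group. Of 78 measured members 16 fell and 0 rose, among them Snord58b (log2 −0.92, SE 0.227) and Snord52 (−0.77, SE 0.223). At an unadjusted p under 0.05 there were 16, and 0 passed when adjusted over the list alone in limma. The mean of the snoRNA and scaRNA list, relative to the Ad-GFP mean, was 0.08, 0.41, 0.11, −0.53 and −0.08 in Ad-GFP replicates 1 to 5 and 0.01, −0.51, −0.17 and −1.08 in ACOT1-labelled replicates 1 to 4. Its median difference was −0.47, lower in 3 of 4 arrays, with a camera adjusted p of 5.68e-11 after Benjamini-Hochberg and adjusted p = 0.409 with an estimated correlation. Without ACOT1-labelled replicate 4 the median was −0.22. The snoRNA, ribosomal protein and receptor lists were written after the study's gene table had been read and are not independent of it.

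Ribosomal protein and respiratory chain genes were also lower as groups. Both lists had their lowest means in the 3 arrays with the lowest small nucleolar RNA level, ACOT1-labelled replicates 4 and 2 and Ad-GFP replicate 4. Of 64 ribosomal protein genes 6 fell and 0 rose, with Rpl27a at a log2 difference of −0.73 (SE 0.184) and an ACOT1-labelled mean under the receptor level, and of 68 genes of oxidative phosphorylation 1 fell and 0 rose, the complex I subunit Ndufb3 (−0.67, SE 0.167). In limma 19 ribosomal protein and 15 oxidative phosphorylation genes had an unadjusted p under 0.05, and 0 of either passed when adjusted over the list alone. The median of the ribosomal proteins list was −0.27, lower in 4 of 4 arrays, with a camera adjusted p of 1.29e-12 after Benjamini-Hochberg and adjusted p = 0.334 with an estimated correlation. The median of the oxidative phosphorylation list was −0.20, lower in 4 of 4 arrays, with a camera adjusted p of 7.75e-08 after Benjamini-Hochberg and adjusted p = 0.334 with an estimated correlation. Without ACOT1-labelled replicate 4 these medians were −0.15 and −0.10. With the snoRNA list mean as a covariate, chosen after seeing the data, the median was −0.079 for the ribosomal proteins list (camera with Benjamini-Hochberg, adjusted p = 0.00709) and −0.057 for the oxidative phosphorylation list (adjusted p = 0.0743). In ACOT1-labelled replicate 4 the ribosomal proteins list mean was −0.61 and the oxidative phosphorylation list mean −0.40.

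The 3 arrays with the lowest small nucleolar RNA level, ACOT1-labelled replicates 4 and 2 and Ad-GFP replicate 4, were also the 3 with the highest means of the PPAR-alpha targets list (0.83, 0.58 and 0.31) and of the lipid droplet and lipolysis list (0.66, 0.50 and 0.28). They were the 3 with the lowest means of the male-biased growth hormone targets list (−0.99, −0.91 and −0.49). With the small nucleolar RNA mean as a covariate, chosen after seeing the data, the median of the PPAR-alpha targets list was 0.04 with a camera adjusted p of 0.0811 after Benjamini-Hochberg, and that of the male-biased growth hormone targets list −0.08 with an adjusted p of 0.201. Cpt1a had a log2 difference of 0.46 and Mfsd2a 0.51 in that fit, where neither passed. The acute phase response list had a median of 0.41 with an adjusted p of 3.54e-16 at the preset correlation. Without the covariate its call was lost with an estimated correlation (adjusted p = 0.163), which was not run with the covariate.

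The olfactory and vomeronasal receptors list, whose 1373 genes liver is not known to use, had a median of −0.05, lower in 3 of 4 arrays, with 14 members down, 0 up and 1 past an adjustment over the list alone, Olfr698. Camera with Benjamini-Hochberg gave an adjusted p of 0.00211, and adjusted p = 0.334 with an estimated correlation. Without ACOT1-labelled replicate 4 the median was −0.04 with an adjusted p of 0.0771, without ACOT1-labelled replicate 1 it was −0.08, and after a further quantile normalization it was −0.013 with an adjusted p of 0.333. With the snoRNA list mean as a covariate it was −0.015 with an adjusted p of 0.788.

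**Figure D4:**
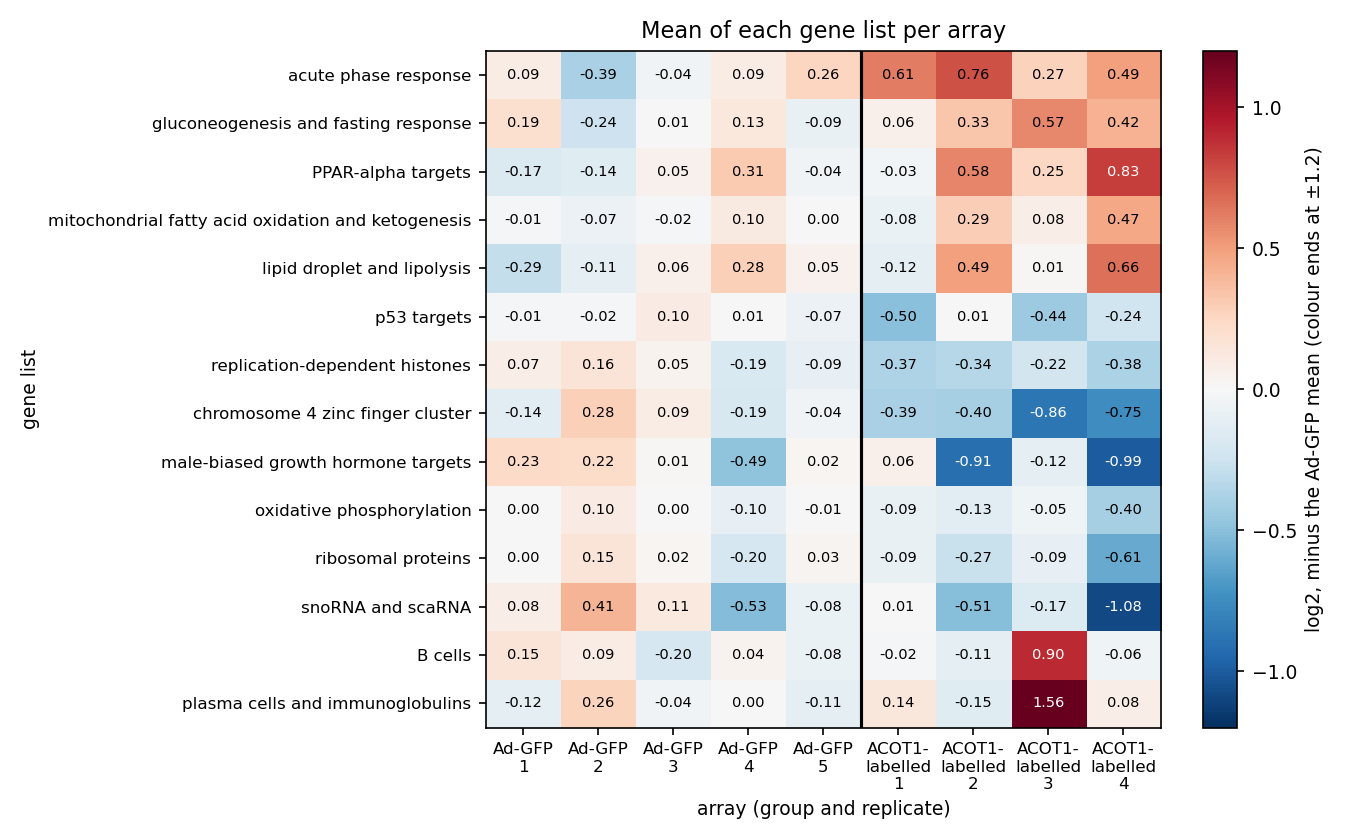
Mean log2 expression of each of 14 gene lists (lines of the grid) in each array (columns), relative to the Ad-GFP mean, with the value written in each cell and colours that end at ±1.2. The acute phase response list reads 0.27 to 0.76 in the 4 ACOT1-labelled arrays and at most 0.26 in the 5 Ad-GFP arrays, and the B cell and plasma cell lists stand out in ACOT1-labelled replicate 3 at 0.90 and 1.56.

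Markers of hepatocytes, sinusoidal endothelium and stellate cells had small positive medians. Of 16 hepatocyte genes 1 rose, Ass1, and 3 passed when adjusted over the list alone. Ass1 averaged 4.60 in the Ad-GFP and 5.25 in the ACOT1-labelled arrays, little above the receptor level of 4.29. Ahsg, Fgb and F2 of the same list averaged 12.9, 12.09 and 10.44 in the Ad-GFP arrays, so the Ass1 call is uncertain. The hepatocytes list had a median of 0.11, higher in 4 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00234; adjusted p = 0.334 with an estimated correlation). Of 12 genes of the liver sinusoidal endothelium list 1 rose, the hyaluronan receptor Lyve1 (log2 0.65, SE 0.261), 5 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone in limma. That list had a median of 0.23, higher in 3 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00211; adjusted p = 0.394 with an estimated correlation), and without ACOT1-labelled replicate 1 it was 0.18 with an adjusted p of 0.0601. Lyve1 did not pass without Ad-GFP replicate 2 (log2 0.53) or 3 (0.59) or ACOT1-labelled replicate 4 (0.39), and Ass1 did not pass without Ad-GFP replicate 2 (0.57) or ACOT1-labelled replicate 3 (0.54). The stellate cells list (12 measured, 2 at an unadjusted p under 0.05, 0 past the threshold or an adjustment over the list alone in limma) had a median of 0.13, higher in 4 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.00517; adjusted p = 0.334 with an estimated correlation), with the growth factor receptor Pdgfra at a log2 difference of 0.50 (SE 0.142). With the snoRNA list mean as a covariate, chosen after seeing the data, the stellate cells list had a median of 0.10 with a camera adjusted p of 0.0983 after Benjamini-Hochberg.

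Of 23 genes of fibrosis and matrix 1 rose, Thbs1, which the study also picked, 2 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone in limma. The fibrosis and matrix list had a median of 0.17, higher in 4 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.000894; adjusted p = 0.44 with an estimated correlation). The median was 0.05 with an adjusted p of 0.119 without ACOT1-labelled replicate 4, and 0.27 without ACOT1-labelled replicate 1. Timp1, an inhibitor of matrix-degrading enzymes, had a log2 difference of 0.52 (SE 0.184) over an Ad-GFP mean of 4.07, under the receptor level, so its size is uncertain, and Col1a1, a chain of type I collagen, 0.41 (SE 0.207). Of 9 periportal genes 1 rose, Pck1, which the study also picked, and the periportal hepatocytes list had a median of 0.25, higher in 2 of 4 arrays, with 2 at an unadjusted p under 0.05 and 0 past an adjustment over the list alone in limma (camera with Benjamini-Hochberg, adjusted p = 0.0241; adjusted p = 0.44 with an estimated correlation). It did not pass without Ad-GFP replicate 2 (median 0.18) or 5 (0.23) or ACOT1-labelled replicate 3 (0.17) or 4 (0.04). The cholangiocytes list (9 measured, 0 past the threshold, an adjustment over the list alone or an unadjusted p under 0.05 in limma) had a median of 0.16, higher in 2 of 4 arrays (camera with Benjamini-Hochberg, adjusted p = 0.0471; adjusted p = 0.499 with an estimated correlation). It did not pass without Ad-GFP replicate 1 (median 0.16), 3 (0.18), 4 (0.14) or 5 (0.18) or ACOT1-labelled replicate 4 (0.09). With the snoRNA list mean as a covariate, chosen after seeing the data, none of these 3 lists passed camera with Benjamini-Hochberg. The median was 0.035 for the fibrosis and matrix list (adjusted p = 0.45), −0.079 for the periportal hepatocytes list (adjusted p = 0.556) and 0.020 for the cholangiocytes list (adjusted p = 0.772). Thbs1 (log2 0.45 without ACOT1-labelled replicate 1) and Pck1 (0.53 without Ad-GFP replicate 2) did not pass without these arrays or the others named above for each.

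In 8 other cell type lists 0 members passed the threshold in limma and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 genes of pericentral hepatocytes, 2 of T and NK cells, 1 of monocyte-derived macrophages, 1 of neutrophils and 0 of the other 4 lists. Camera adjusted p-values after Benjamini-Hochberg were 0.0968 for pericentral hepatocytes (14 measured, median 0.15, higher in 3 of 4 arrays), 0.717 for Kupffer cells and macrophages (14 measured, median 0.03, higher in 2 of 4) and 0.394 for monocyte-derived and lipid-associated macrophages (12 measured, median 0.06, higher in 2 of 4). They were 0.782 for neutrophils (12 measured, median −0.03, mean 0.03, higher in 1 of 4) and 0.43 for T and NK cells (14 measured, median 0.01, mean −0.05, lower in 3 of 4). For B cells (8 measured, median 0.23, higher in 1 of 4), plasma cells and immunoglobulins (5 measured, median 0.32, higher in 3 of 4) and pancreatic acinar cells (9 measured, median −0.08, lower in 4 of 4) they were 0.265, 0.073 and 0.0979 by camera with Benjamini-Hochberg. Of 6 adipocyte genes 1 rose, Lpl, and the adipocytes list had a median of 0.12, higher in 3 of 4 arrays, with 1 at an unadjusted p under 0.05, 0 past an adjustment over the list alone in limma and a camera adjusted p of 0.241 after Benjamini-Hochberg. Single arrays turned some of these calls and medians. The pericentral hepatocytes list passed without Ad-GFP replicate 1 (median 0.17) or ACOT1-labelled replicate 3 (0.18) and had a median of 0.06 without ACOT1-labelled replicate 1 and an adjusted p of 0.364 without ACOT1-labelled replicate 4. Also passing were the T and NK cells list without ACOT1-labelled replicate 3 (−0.10), the pancreatic acinar cells list without Ad-GFP replicate 4 (−0.12, against 0.012 without Ad-GFP replicate 3), and the plasma cells and immunoglobulins list without Ad-GFP replicate 2 (0.39) or ACOT1-labelled replicate 2 (0.39) or 4 (0.38). The median of the monocyte-derived and lipid-associated macrophages list ran from −0.12 (without ACOT1-labelled replicate 4) to 0.28 (without Ad-GFP replicate 4), that of the Kupffer cells and macrophages list from −0.078 (without ACOT1-labelled replicate 4) to 0.14 (without ACOT1-labelled replicate 3), that of the neutrophils list from −0.077 (without ACOT1-labelled replicate 1) to 0.052 (without ACOT1-labelled replicate 3) and that of the adipocytes list from 0.026 (without Ad-GFP replicate 2) to 0.23 (without ACOT1-labelled replicate 4). Without ACOT1-labelled replicate 3 the median of the plasma cells and immunoglobulins list was 0.13 and that of the B cells list −0.076. Both passed with the snoRNA list mean as a covariate, chosen after seeing the data (plasma cells and immunoglobulins, median 0.38, adjusted p = 0.0134; B cells, median 0.30, adjusted p = 0.0472). Lpl did not pass without any 1 of Ad-GFP replicates 1 to 5 and ACOT1-labelled replicates 3 and 4 (log2 0.47 without ACOT1-labelled replicate 3).

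ACOT1-labelled replicate 3 had high values of skeletal muscle genes. Of 24 skeletal muscle genes, a list chosen after seeing the data, 23 were highest in this array. Acta1, the actin of skeletal muscle, read 11.46 there against at most 5.17 in the other 8 arrays, the calcium pump Atp2a1 11.2 against at most 4.88 and the myosin heavy chain Myh4 9.59 against at most 3.52. The muscle list mean, relative to the Ad-GFP mean, was 3.98 in this array and −0.12 to 0.07 in the others. The same array had the highest means of the B cells list (0.90), the plasma cells and immunoglobulins list (1.56) and the adipocytes list (0.88), and the highest values of Lpl and Pdk4. The muscle genes named here were far lower in the other 8 liver arrays, so other tissue in this sample may be the source of the muscle values. It may also be a source of the B cell, plasma cell, adipocyte, Lpl and Pdk4 values. Neither was tested, so the Lpl and Pdk4 values of this array cannot be taken as liver expression. Without this array the number of genes past the study's threshold was 314, with 91 higher and 223 lower, and 186 of them were among the 237. The log2 difference of Lpl was then 0.47, that of Cd200 0.47, that of Ass1 0.54, that of Pck1 0.54 and that of Sik1 0.44, and none of the 5 passed.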

Values the study reported

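The study reported 66 upregulated and 173 downregulated genes in mice given Ad-GFP-m-ACOT1 relative to Ad-GFP, at an unadjusted p value below 0.05 and a fold change of at least 1.5 or at most 0.7. It reported that the mRNA of ACOT1 was higher in the animals given the vector with the gene, with a p value below 0.01.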

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

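The tests of skeletal muscle genes were chosen only after the result was seen. Among the genes and list means named in the text, 240 groups of values were searched for 1 array far from the others of its group. Such an array was found in 11 of them, where about 1 in 20, or 12, would be found by chance.

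Gstp3 read 8.03 in ACOT1-labelled replicate 1 and 8.86 to 8.92 in the other arrays of the group. Pdk4 read 9.25 in ACOT1-labelled replicate 3 and 5.72 to 6.25 in the others. Socs2 read 3.28 in Ad-GFP replicate 3 and 5.13 to 5.58 in the others.

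Relative to the Ad-GFP mean, the B cells list mean was 0.898 in ACOT1-labelled replicate 3 and −0.107 to −0.0183 in the other ACOT1-labelled arrays. In the same array the plasma cells and immunoglobulins list mean was 1.56 against −0.147 to 0.138, and the adipocytes list mean was 0.881 against −0.0113 to 0.0838. The skeletal muscle list mean of that array was 3.98. The glucocorticoid targets list mean was 0.622 in ACOT1-labelled replicate 2 and 0.174 to 0.232 in the other arrays of its group. The olfactory and vomeronasal receptors list mean was 0.0399 in ACOT1-labelled replicate 1 and −0.0983 to −0.0817 in the others. In the Ad-GFP group, the bile acid synthesis and transport list mean was 0.178 in replicate 1 against −0.0744 to −0.00297, and the pancreatic acinar cells list mean was 0.311 in replicate 3 against −0.137 to −0.0417. The mean of the study's inflammation list was −0.362 in Ad-GFP replicate 2 against 0.0233 to 0.142.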

How the results depend on the processing

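The tests with the snoRNA mean as covariate, with both ends of the snoRNA gradient left out, on probe sets with at least 1 gene and by exact permutation of list means were chosen only after the result was seen. Of the results for named genes under all alternatives, 1145 kept their direction and their side of the threshold, 197 kept their direction and lost the call, and 0 reversed. Of those for gene lists 878 kept their side of the call, 130 lost the call, 22 gained it and 2 reversed direction with a call in the main or the alternative setting. Lists with no call in either setting were counted as kept even where their direction changed. The cause was not tested for any change below unless it is stated. With single arrays left out, the number of genes past the study's threshold ranged from 154 (without Ad-GFP replicate 2) to 463 (without ACOT1-labelled replicate 1), and was 378 without Ad-GFP replicate 4. It was 135 with both ends of the snoRNA gradient left out, of which 82 were among the 237. It was 824 for every probe set and 1904 with no fold limit, since that limit removes genes. The number of genes past Benjamini-Hochberg 0.05 was 1 or 0 with single arrays left out, and 0 without any 1 of Ad-GFP replicates 4 and 5 and ACOT1-labelled replicates 1, 2 and 3. In limma it was 0 with the replicate block, 0 for genes above the median level, 0 for genes above the receptor level, 0 for every probe set and 0 with both ends of the snoRNA gradient left out, and 0 with the methods' t-test, where the main comparison in limma had 1904 genes at an unadjusted p under 0.05. Filters on dim genes removed Olfr698 itself. The Acot1 log2 difference ranged from −0.29 (without Ad-GFP replicate 3) to −0.062 (without Ad-GFP replicate 1) and stayed negative in every alternative. Of the 26 gene lists past Benjamini-Hochberg 0.05 by camera, the number was 20 (without ACOT1-labelled replicate 4) to 28 (without ACOT1-labelled replicate 3) with single arrays left out. It was 2 with an estimated correlation, 3 with fry, 17 with the snoRNA mean as covariate (12 of them among the 26) and 0 by exact permutation of list means, whose smallest p is 0.00794. With that covariate the fatty acid and triglyceride synthesis list had a median of 0.01 and a camera direction downward (0.0148, adjusted p = 0.772), and the xenobiotic and glutathione metabolism list a median of −0.10 (−0.105, adjusted p = 0.0113). The interferon-stimulated genes list then had a median of −0.25 with an adjusted p of 1.76e-07. The replicate numbers did not pair the arrays, since 1 of 4 same-numbered pairs matched best, and the replicate block gave 328 genes past the study's threshold and an Acot1 log2 difference of −0.14. Values near the level of genes that liver is not known to use (4.29) hold little signal over background, which limits what can be said of the genes past the threshold that lay below it, all but 50 of the 54 higher and 132 of the 183 lower ones.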

Other observations

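The tests of Acot1 (array swap, paralog probe sets and probe position) and those with the snoRNA mean as a covariate were chosen only after the result was seen. The Acot1 difference here was −0.16 on the log2 scale, within the spread between replicates. That is not the rise quoted from the study above. The study's own list of changed genes for this array comparison does not hold Acot1 either. Its list for the arrays of the silencing experiment does, among the lower genes. The study's methods describe PCR for Acot1, and whether its animals are those on the arrays is not stated.

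Acot1 was not higher in the ACOT1-labelled arrays. If the probe set reads the vector transcript, arrays swapped between the groups would leave some array with a high Acot1 value, and the highest of the 9 lay 0.417 above their median on the log2 scale, which argues against a swap. Vector transcript would raise the probe sets of the paralogs only where their probes match it, which was not known here. Of the 6 probe sets of Acot2 to Acot6, 0 had all ACOT1-labelled arrays above all Ad-GFP arrays. The 1 probe set of Acot1 may lie outside the part that the vector carries, which cannot be told apart from low vector expression because no probe positions were at hand. A swap with samples outside this series and a loss of vector expression in these livers were not tested and stay open, although the study describes higher ACOT1 mRNA at sacrifice, higher ALT and ballooning in the group given the gene, in animals that were not matched to arrays here.

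The snoRNA, ribosomal protein and oxidative phosphorylation lists were lower in the ACOT1-labelled arrays, and the snoRNA level also differed within both groups. With an estimated correlation camera lost all 3 calls (Benjamini-Hochberg adjusted p = 0.409, 0.334 and 0.334). With the snoRNA mean as a covariate the median of the ribosomal proteins list was −0.0790 against −0.27 without it. The SE of the list mean's difference was 0.0403 with the covariate. A gradient between arrays, such as one in RNA handling, may therefore account for most of this pattern. The ribosomal proteins list kept a camera adjusted p of 0.00709 in that fit, while the oxidative phosphorylation list had a median of −0.06 with an adjusted p of 0.0743. Without ACOT1-labelled replicate 4 the ribosomal median was −0.150, with an SE of 0.0880 for the list mean's difference. Whether that 1 array makes the pattern cannot be told apart at this spread. An effect of the vector on these genes stays open, since the snoRNA list, which defines the gradient and was not tested against itself, was also lower in that group.

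The acute phase list was higher in the ACOT1-labelled arrays, a call that camera lost with an estimated correlation (Benjamini-Hochberg adjusted p = 0.163). With the snoRNA mean as a covariate its median was 0.414, against 0.48 without. The SE of the list mean's difference was 0.179 with the covariate, and Lbp, Fga, Lcn2 and Orm2 lost their calls. The median stayed positive, but at this spread the fit cannot exclude that the same gradient has a part in it. No 1 array alone made the median positive. The lowest median with 1 array left out was 0.398 (SE of the list mean's difference 0.121), without Ad-GFP replicate 2. The list was written after reading the study's gene table, which covers this same comparison. A positive median in these refits was therefore partly fixed in advance. Exact permutation of list means with Benjamini-Hochberg adjustment gave an adjusted p of 0.102. A biological difference between the labelled groups, such as an inflammatory response to the vector preparations, may be a source and was not tested. The Acot1 values leave open what the groups differed in.

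Other splits of the 9 arrays into 5 and 4 were compared with the real one, 100 in all with the real one included. As many genes past the study's threshold as the real 237 were found in 8 of the splits, with 456 in the highest other, so chance is not excluded for this count. That highest split exchanged Ad-GFP replicate 4 for ACOT1-labelled replicate 1, and its count is several times the median of 54, which points to a structure of the samples other than their labels. For the 1 gene past Benjamini-Hochberg 0.05, 3 splits gave as many, a share under 0.05, but the highest other split also gave 1. So small a count says little against chance, and the gene, Olfr698, lay below the receptor level of 4.29 and lost its call without any 1 of Ad-GFP replicates 4 and 5 and ACOT1-labelled replicates 1, 2 and 3. As many gene lists as the real 26 were found in 6 splits, with 31 in the highest other, so chance is not excluded. The median over the other splits was 12 of the 45 lists. Camera at the preset correlation thus called many lists for other groupings too, and its adjusted p-values overstate the evidence for single lists. Some lists were chosen by the study on these samples or written after its gene table had been read, which favours the real split.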
